A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Segregation of an MSH1 RNAi transgene produces heritable non-genetic memory in association with methylome reprogramming" (2020).

How the data were processed

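Small RNA (sRNA) was sequenced from rosette leaves of *Arabidopsis thaliana* Col-0 collected at bolting. Single plants were sampled, 2 from the first generation of an *msh1* memory line and 4 isogenic wild type controls. *MSH1* encodes a protein of plastids and mitochondria. Plants in which it was silenced by RNAi, and whose progeny lost the transgene, can keep an altered growth habit, and such progeny are the memory plants. According to the study, first-generation memory plants were full sibs from a single parent, and controls came from negative transformation events. A difference of that family cannot be told apart from memory, since no sib without the altered growth was sequenced for sRNA. The labels gave the group and the replicate number of each library, and no library was left out. The replicate numbers name different plants, so they were used as a pairing only in an alternative fit.

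The deposited values were whole-number counts of sRNA reads per cluster, with no scaling between libraries. According to the methods of the study, the authors aligned each library on its own to the TAIR10 genome with ShortStack and then merged the alignments. In its default mode this program places a read that matches several sites according to the uniquely placed reads nearby, so counts at repeated sequences depend on that placement. How clusters were defined, how reads were counted and whether reads were selected by length were not stated for the count tables. The 6 tables listed the same 17131 intervals on chromosomes 1 to 5, and the intervals carried no strand. Read length was not part of the tables, so 24-nt siRNA could not be separated from other sRNA. Intervals were 15 to 53899 bases wide, with a median of 1137 bases.

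Coordinates are those of the deposited tables (TAIR10, counted from 1). Genes were taken from the RefSeq annotation of TAIR10.1. All intervals ended within the reference chromosomes, and the last interval of chromosome 4 ended at its final base, 18585056. The annotation held 37899 genes on these chromosomes, of which 27444 were protein-coding. A cluster was set at a gene when it shared at least 1 base with the gene extended by 1 kb on each side. SAP13 was matched through the locus identifier in the text of the study and CLSY1 through a synonym, and the 18 remaining loci of the list were matched by symbol.

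Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM normalization, filterByExpr at its defaults, a design of group alone and Benjamini-Hochberg adjustment. An adjusted p below 0.05 counted as differential, with no limit on the fold change. CPM values are counts per 1000000 counts of the TMM-scaled library size. The SE of a log2 fold change is approximate. It was taken as the absolute fold change on that scale divided by the square root of the F statistic of the test. Location was compared with a two-sided Fisher's exact test of differential against other tested clusters, adjusted over 7 tests. Library totals and shares of counts were compared with an exact two-sided permutation test of the difference in means in scipy 1.17.1. Its two-sided p is 2 times the smaller one-sided p. With 2 and 4 libraries there are 15 splits, and the smallest p the test can give by this rule is 0.133.

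The test was run first on simulated counts drawn from the means and library sizes of the real data. With no cluster changed, edgeR made 0 calls among 15327 tested clusters, with 758 at an unadjusted p below 0.05. With 200 clusters changed 4-fold it recovered 36% of them, and with 200 changed 16-fold it recovered 99%. The changed clusters were drawn only from those with higher expected counts, so recovery at clusters with few counts was not measured. In the real data, 5 clusters had both memory values at least 16-fold from all wild type values, and the test made 1 call. The simulated recovery may therefore be too high for these data. When the simulation used the dispersion estimated for each cluster, recovery was 33% and 88.5%. DESeq2 1.42.0 recovered 55% of the 200 clusters changed 4-fold in the first simulation and 84% in the second. With no cluster changed it made 3 calls among 15327 tested clusters in the first and 48 among 15361 in the second.

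The totals per library ranged from 7966799 to 18134284 counts. In a library, 3 counts corresponded to between 0.202 and 0.491 CPM, which was taken as the floor for its depth. Smaller counts did occur. The 95% confidence intervals of shares are Wilson intervals. Intervals and floors cover counting error alone, since reads amplified by PCR without molecular identifiers are not independent molecules.

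The clusters named for the differential test and at single loci were chosen by a rule fixed before the data were examined. The named clusters at ribosomal RNA genes and the examples among the other observations fall outside it. The rule took the 5 largest rises and the 5 largest falls among clusters with an adjusted p below 0.05, a mean of at least 10 CPM and no overlap between the group ranges, together with all tested clusters at MSH1, MEKK1, ARF8, GI, MET1, SAP13 and XTH16. A list of 20 loci that the study singles out was fixed at the same time. The alternatives fixed then were other normalizations (RLE, upper quartile, library size alone), DESeq2, the edgeR likelihood ratio test, robust quasi-likelihood, other filters and limits, thinning to the smallest library, leaving out each library, and a replicate block. Chosen after the data were seen were a Poisson test, the count at an unadjusted p below 0.05, protein-coding genes alone, the shares of counts by annotation class, and the counts of clusters at least 4-fold apart. For these last counts, a CPM pseudocount of 0.5 was added. Gene ontology terms, transposon annotation, methylation and mRNA were not analysed here.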

Results

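Small RNA libraries from 2 *msh1* memory plants and 4 Col-0 wild type plants were compared over 17131 sRNA clusters, which are genomic intervals that collect aligned sRNA reads. The wild type libraries held 18134284, 11358287, 10151442 and 10564027 counts in replicates 1 to 4. The memory libraries held 12099251 and 7966799 counts in replicates 1 and 2. The mean total was 10033025 ± 2922085 counts (SD, n = 2) in memory and 12552010 ± 3755066 counts (SD, n = 4) in wild type. The ratio of the means was 0.799, and the difference was smaller than the spread within wild type (exact two-sided permutation test, p = 0.533). The smallest p that this form of the test can give for 2 against 4 libraries is 0.133. Leaving out the 10 clusters with the most counts moved this ratio to 0.742.

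A pair of clusters at ribosomal RNA genes took a large part of every library. Cluster_9265 on chromosome 3 (14195448 to 14204189) held 22.2% of all counts and Cluster_4135 on chromosome 2 (1478 to 11060) held 13.5%. Their joint share was 37.7% ± 4.38 (SD, n = 2) in memory and 34.5% ± 2.72 (SD, n = 4) in wild type (exact two-sided permutation test, p = 0.4). Clusters were sorted into 9 annotation classes to see whether the make-up of the libraries differed. Clusters at snoRNA or snRNA genes held 0.229% ± 0.0539 of counts in memory (SD, n = 2) and 0.383% ± 0.0304 in wild type (SD, n = 4), with both memory values below all 4 wild type values. Its exact two-sided permutation p was 0.133, the smallest this form of the test can give, and 0.4 after Benjamini-Hochberg adjustment over the 9 classes. The groups were fully separated in another 2 classes with the same p-values, clusters at other noncoding genes (3.09% ± 1.16 in memory against 1.89% ± 0.18 in wild type) and at protein-coding genes (15.7% ± 0.803 against 17.6% ± 0.857). No class had a lower adjusted p.

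Across clusters, the Spearman correlation between libraries was 0.828 to 0.91 within wild type, 0.875 between the memory libraries, and 0.816 to 0.896 between the groups. The ranges within and between groups overlapped over most of their width. Clusters are not independent replicates, and these values describe the libraries. In a principal component analysis the first component (30.5% of variance) set memory replicate 2 apart from the other 5 libraries, and the second (25.5%) set wild type replicate 1 apart. The third (16.4%) had memory replicate 1 at one end and wild type replicate 3 at the other. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of 35.6 to 224 over the 15 pairs), so no library was treated as a second copy of another.

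The first question was which sRNA clusters differed between memory and wild type. Of the 17131 clusters, 15659 passed the filter and 1472 were left out. The quasi-likelihood test of edgeR found 1 differential cluster, which was higher in memory, and 0 lower clusters at a Benjamini-Hochberg adjusted p below 0.05. At an unadjusted p below 0.05 there were 1641 clusters, 770 higher and 871 lower, where 5% of the tested clusters would be 783. The biological coefficient of variation was 0.491. Of the alternatives fixed in advance, DESeq2 moved the count most, to 245 clusters (96 higher and 149 lower).

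**Figure D1:**
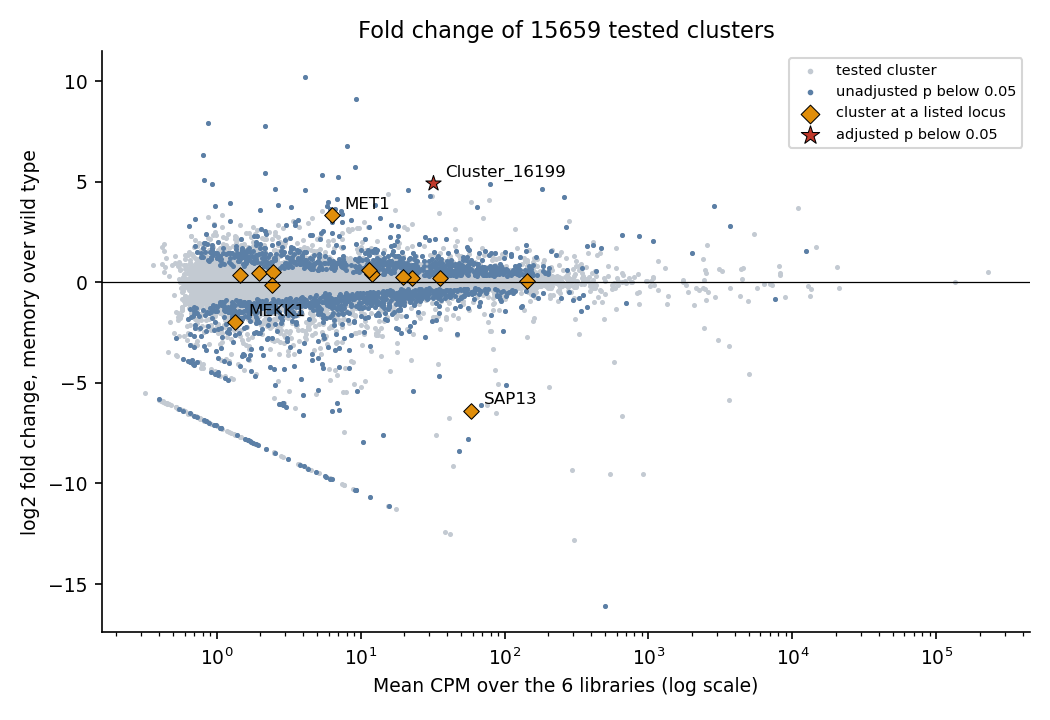
Each point is 1 of the 15659 tested clusters, with the mean CPM over the 6 libraries on a log scale (x axis) and the log2 fold change of memory over wild type (y axis), where blue marks an unadjusted p below 0.05, diamonds mark clusters at the listed loci and the star marks the cluster with an adjusted p below 0.05. The star, Cluster_16199, lies at 4.91, and the diagonal line of points at the lower left holds clusters with 0 counts in both memory libraries, 112 in all, whose fold changes rest on the small count that edgeR adds.

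The differential cluster was Cluster_16199 on chromosome 5 (18136568 to 18137293, 726 bases). It lay between genes and covered no exon, intron or UTR. The gene AT5G44900 ended 20 bases before it and AT5G44910 began 56 bases after it. The wild type libraries held 32, 50, 37 and 33 counts at this cluster, and the memory libraries held 1324 and 464. This was 2.98 ± 0.615 CPM in wild type (SD, n = 4) and 89.7 ± 19.5 CPM in memory (SD, n = 2). The log2 fold change was 4.91 ± 0.24 (SE), with an adjusted p of 0.00928 in the edgeR quasi-likelihood test. Leaving out wild type replicate 2, 3 or 4 in turn took its adjusted p above 0.05 while the fold change kept its size. It was the single cluster that met the part of the naming rule on the largest changes. Both memory plants came from the same family, so this difference may belong to the family and not to memory.

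The next question was which genes lay near differential clusters. AT5G44900 and AT5G44910, both protein-coding, were the 2 genes within 1 kb of Cluster_16199. As a background, 21164 of the 37899 annotated genes (55.8%) lay within 1 kb of some tested cluster. With DESeq2 the number of genes near differential clusters was 461. Location could hardly be compared with 1 differential cluster. It overlapped no gene body, against 69.2% of the other tested clusters, and it lay within 1 kb of a gene, as did 90.4% of the others. In 7 two-sided Fisher's exact tests over gene bodies, the 1 kb distance and the 5 chromosomes, all p-values were 1 after Benjamini-Hochberg adjustment.

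Loci that the study singles out were then examined on their own. Of 20 loci, 10 had a tested cluster within 1 kb, with 13 clusters in all, and 10 had none, among them MSH1 and XTH16. In the edgeR quasi-likelihood test 0 of the 13 clusters had an adjusted p below 0.05, both over all tested clusters and over these 13 alone, and 3 had an unadjusted p below 0.05. In memory 10 of the 13 were higher and 3 lower. With DESeq2, 2 clusters passed the adjustment over the list.

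At MEKK1 (AT4G08500), Cluster_11726 (chromosome 4, 5402150 to 5403700) shared 30 bases with an untranslated region of the gene and had 33.9 ± 2.46 CPM in wild type (SD, n = 4) and 38.6 ± 1.41 CPM in memory (SD, n = 2). Its log2 fold change was 0.19 ± 0.13 (SE), and its sign changed when library size alone was used for scaling. Cluster_11727 (chromosome 4, 5407397 to 5408890) lay 77 bases outside the gene and had 1.81 ± 1.03 CPM in wild type and 0.437 ± 0.155 CPM in memory, a log2 fold change of -1.97 ± 0.72 (SE). Its counts were low, with 7 and 2 in the memory libraries. At ARF8 (AT5G37020), Cluster_15584 (chromosome 5, 14624847 to 14629005) ended 448 bases from the gene and covered the transcribed pseudogene AT5G37017. It had 21.7 ± 1.26 CPM in wild type (SD, n = 4) and 24.7 ± 0.223 CPM in memory (SD, n = 2), a log2 fold change of 0.19 ± 0.13 (SE) whose sign also changed with library size scaling. The adjusted p over all clusters (edgeR quasi-likelihood, Benjamini-Hochberg) was 0.608 for Cluster_11726, 0.456 for Cluster_11727 and 0.608 for Cluster_15584.

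At MET1 (AT5G49160), Cluster_16440 (chromosome 5, 19934122 to 19934552) lay in coding sequence along all of its 431 bases. It held 40, 8, 21 and 13 counts in wild type and 73 and 160 in memory, with 1.56 ± 0.914 CPM in wild type (SD, n = 4) and 15.9 ± 14.5 CPM in memory (SD, n = 2). Its log2 fold change was 3.33 ± 0.75 (SE). This value was 1.85 without memory replicate 2 and 4.06 without memory replicate 1. The adjusted p in the edgeR quasi-likelihood test was 0.364 over all tested clusters and 0.0501 over the list, both above the threshold. With DESeq2 and with the edgeR likelihood ratio test it was below the threshold over all tested clusters. Cluster_16439 (chromosome 5, 19931371 to 19931677), 437 bases from the gene, had a log2 fold change of -0.13 ± 0.41 (SE) and an adjusted p of 0.931 over all clusters.

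At SAP13 (AT3G57480), Cluster_10403 (chromosome 3, 21277041 to 21277632) covered 303 bases of untranslated exon and 60 bases of intron. Wild type replicates 2, 3 and 4 held 1680, 1316 and 1260 counts, and wild type replicate 1 held 14. The memory libraries held 0 and 15 counts. The wild type mean was 87.0 ± 57.5 CPM (SD, n = 4) and the memory mean was 1.23 ± 1.73 CPM (SD, n = 2). The log2 fold change was -6.38 ± 2.34 (SE), and the adjusted p was 0.456 over all clusters and 0.142 over the list (edgeR quasi-likelihood). Without memory replicate 2 the log2 fold change was -13.1, where the memory library left held 0 counts. Without memory replicate 1 it was -5.13. The difference did not hold up against the spread between replicates, and wild type replicate 1 lay inside the range of the memory libraries. At GI (AT1G22770), Cluster_844 (chromosome 1, 8061814 to 8063476) and Cluster_845 (chromosome 1, 8063578 to 8066106) lay inside the gene over exons and introns. Their log2 fold changes were 0.47 ± 0.45 and 0.49 ± 0.59 (SE), with adjusted p of 0.722 and 0.781 over all clusters (edgeR quasi-likelihood). Without memory replicate 1 the sign of Cluster_844 changed.

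**Figure D2:**
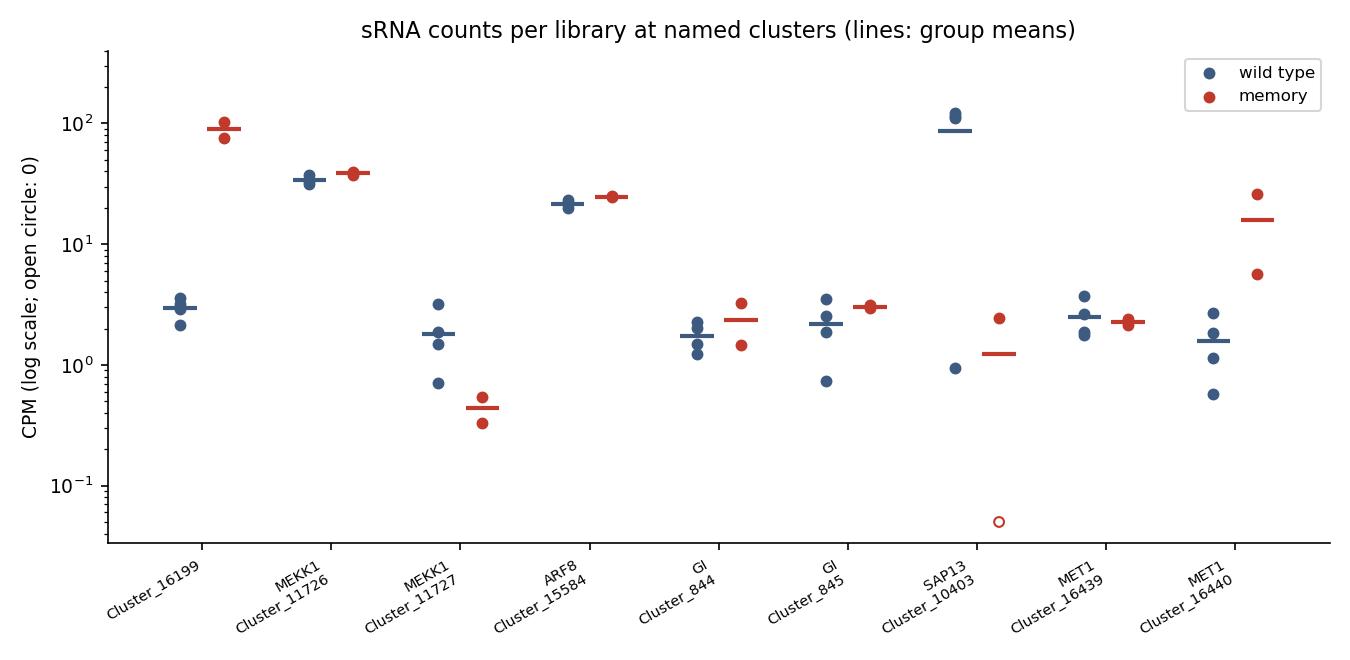
Points give the CPM of each library on a log scale (y axis) at Cluster_16199 and at the clusters of MEKK1, ARF8, GI, SAP13 and MET1 (x axis), for 4 wild type (blue) and 2 memory libraries (red), with lines at the group means and an open circle for 0 counts. Memory and wild type values are far apart at Cluster_16199, with means of 89.7 and 2.98 CPM, while at SAP13 the wild type replicate with 14 counts lies among the memory values.

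Finally, the same test was run on all 15 splits of the 6 libraries into 2 and 4, to give a measure of how many clusters differ when libraries are grouped without regard to the line. The 14 other splits gave between 260 and 1370 clusters at an unadjusted p below 0.05, against 1641 for memory and wild type, and between 0 and 6 clusters at an adjusted p below 0.05, against 1. The memory and wild type values did not overlap at 21.0% of all 17131 clusters, tested or not, where chance gives 13.3%. The 14 other splits gave 7.72% to 18.0%. Clusters at which both libraries of a pair were at least 4-fold above or below all 4 others numbered 29 for memory and wild type (13 higher and 16 lower in memory) and 10 to 39 in the other splits.

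**Figure D3:**
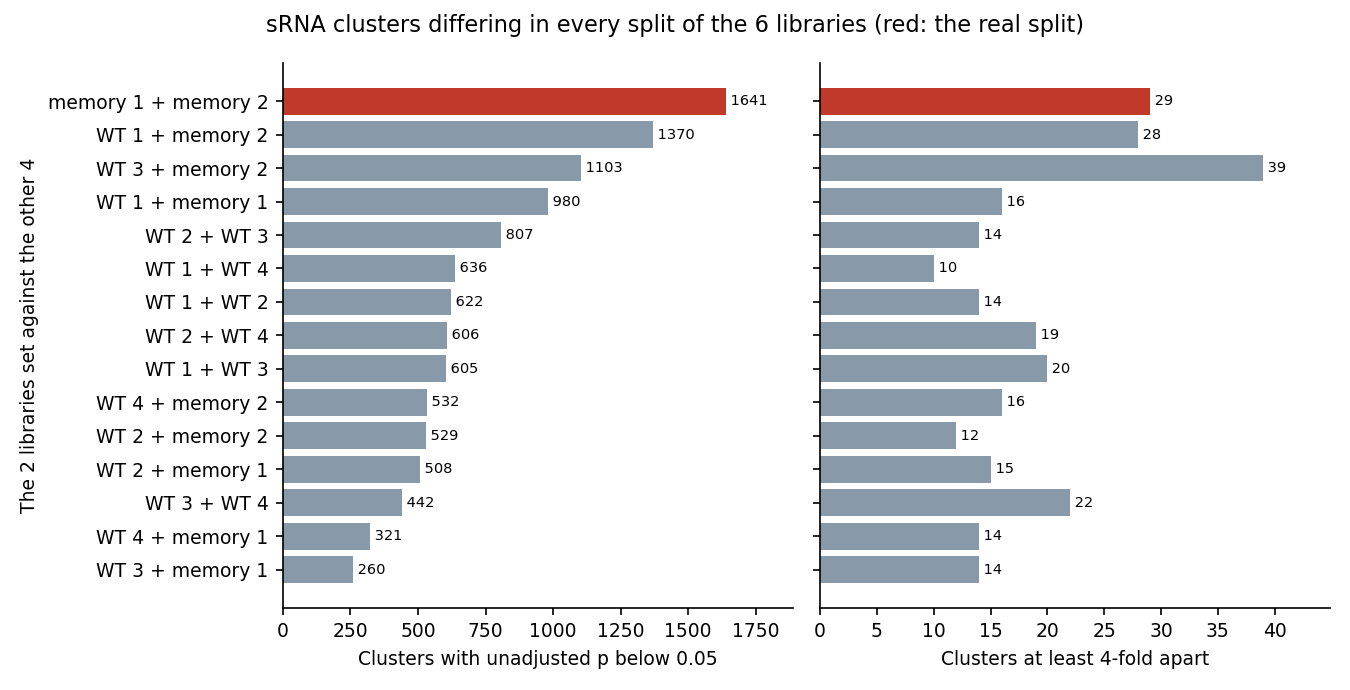
Bars give the number of clusters with an unadjusted p below 0.05 (left) and the number at least 4-fold apart (right) for each of the 15 splits of the 6 libraries, with the pair of libraries set against the other 4 on the y axis and the real split in red. The real split has the most clusters on the left, 1641 against at most 1370, while on the right wild type 3 with memory 2 has 39 against 29.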

Values the study reported

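The study reported 2999 differentially expressed sRNA clusters between memory and wild type, in a screen of 24nt sRNAs. It counted 2847 genes within 1 kb of those clusters. Of the differentially methylated genes of the first memory generation, 913 lay within 1 kb of the sRNA clusters, as did 205 of 954 heritable ones. The study also reported that 57 of 373 differentially methylated genes from its main networks were colocalized with sRNA clusters.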

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

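Among 27 values with 4 wild type libraries each, 2 had a library far from the other 3, where chance gives about 1.35. Both involved wild type replicate 1. Both tests of whether that library is a memory library were chosen after related results had been seen, and the remaining tests in this part were fixed before their results were seen.

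The total count of wild type replicate 1 was 18134284, against a mean of 10691252 for the 3 other wild type libraries. Its gap to the nearest library was 0.849 of the whole range. The labels do not give a sequencing batch that could separate this library. Clusters at least 8-fold higher in this library than in each of the others held 7.38% of its counts (95% Wilson interval 7.37 to 7.39%). Without them the gap was 0.819 of the range, which is under the critical value for 4 samples. Clusters chosen for being high in a library can only lower its total, so this does not tell whether they are the reason. No biological explanation was tested for the total.

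Cluster_10403 at SAP13 had 0.944 CPM in wild type replicate 1 and a mean of 116 CPM in the other 3 wild type libraries, a gap of 0.915 of the whole range. Low depth is ruled out, since this library had the highest total. A mislabelled memory library might give such a value. The mean Spearman correlation of this library with the memory libraries was 0.828, and that with the other wild type libraries was 0.831. Single values overlapped, from 0.816 to 0.84 with memory and from 0.828 to 0.835 with wild type, so this measure does not decide whether the library is mislabelled. Without regard to replicate 1, 71 clusters were at least 4-fold apart between the memory libraries and wild type replicates 2 to 4. Replicate 1 was nearer to memory at 46.5% of them (33 clusters) and nearer to wild type at the other 38. By the 4-fold limit itself, 33 clusters put it with memory and 29 with wild type. A split this even does not decide the matter. A loss of a longer stretch of DNA would lower neighbouring clusters as well. The median log2 ratio of this library to the other wild type libraries was -0.27 over the tested clusters within 5 kb, which was 1 cluster, so that test is thin. The 6 libraries can be parted into 3 and 3 in 10 ways, and the count of clusters at least 4-fold apart was taken for each. Wild type replicate 1 with both memory libraries, against the other 3 wild type libraries, gave 33 clusters, and the 9 other groupings gave 8 to 19. That cluster states are shared between this library and the memory libraries at some clusters therefore remains as a hypothesis, which cannot be told apart from a mislabelled library. One grouping in 10 cannot reach a share under 0.05, and this grouping was looked at because of Cluster_10403, which is itself 1 of the 33.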

How the results depend on the processing

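The count of differential clusters stayed at 1 under RLE and upper-quartile normalization, robust quasi-likelihood, no filter, both fold change limits, an adjusted p limit of 0.01 and thinning, and the cluster was Cluster_16199 in each. It became 7 with library size alone, 245 with DESeq2, 137 with the likelihood ratio test and 2 with at least 10 counts required in every library, and Cluster_16199 was among the calls of each. Genes within 1 kb numbered 9, 461, 219 and 4 under these 4 settings. In the 4 fits that each left out a wild type library, there were 0 to 9 differential clusters, 0 to 16 genes and 1119 to 1859 clusters at an unadjusted p below 0.05. The 9 calls came without wild type replicate 1, and the fits without replicates 2, 3 and 4 made 0 calls, with 1130, 1182 and 1119 clusters at an unadjusted p below 0.05. Leaving out a memory library leaves 1, so no calls were made there. Between all of these fits the log2 fold change of Cluster_16199 ranged from 4.68 to 5.11. The cause of these changes was not tested. In simulated counts with no cluster changed, DESeq2 made 3 calls with a trended dispersion and 48 with a dispersion for each cluster, and the quasi-likelihood test made 0 in both. Of 200 clusters changed 4-fold, DESeq2 recovered 55% and 84%, with 33 false calls of 143 and 69 of 237, and the quasi-likelihood test 36% and 33%, with 3 of 75 and 2 of 68.

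A Poisson test, added after the data were seen, allows for no variation between plants. It called 7378 clusters (3506 higher and 3872 lower) with 11929 genes within 1 kb, 8230 clusters at an unadjusted p below 0.05, and 10 of the 13 clusters at the listed loci. With library size alone the unadjusted count was 1035. That scaling moved the median log2 fold change of all clusters from -0.03 to -0.23, and the share of higher clusters among these from 46.9% to 22.995%. Counted on gene bodies alone there were 0 genes at the differential cluster, and 5 within 2 kb.

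The replicate numbers were used as a pairing in a replicate block fit on the 4 libraries numbered 1 and 2. The deviations of same-numbered libraries had a correlation of -0.07 over 14986 clusters, so the numbers did not pair these plants. With the block there were 0 differential clusters, 0 genes and 537 clusters at an unadjusted p below 0.05. The same 4 libraries with no block gave 0 clusters, 0 genes and 712 at an unadjusted p below 0.05. With the block, 1 of the 13 clusters at the listed loci passed the adjustment over the list.

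At the listed loci, 1 cluster passed the adjustment over the list under RLE, library size alone, the likelihood ratio test and thinning, 2 passed with DESeq2, and 0 to 2 passed when a wild type library was left out. Over all tested clusters, Cluster_16440 had an adjusted p of 0.00306 with DESeq2, 0.00749 with the likelihood ratio test and 3.31e-66 with the Poisson test, and 0.249 to 0.987 under its other alternatives. The log2 fold changes of Cluster_11726 and Cluster_15584 became -0.045 and -0.022 with library size alone, still above the median of all clusters under that scaling. That of Cluster_16439 became 0.27 after thinning, 0.021 with the replicate block and 0.015 in the same 4 libraries with no block, and from -0.27 to 0.12 when libraries were left out. That of Cluster_844 went from -0.23 to 0.90 when libraries were left out. The cause of these changes was not tested.

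For location, the difference between differential and other clusters was -69.2 percentage points for gene bodies and 9.57 for lying within 1 kb of a gene. With library size alone these were -54.9, now with an adjusted p of 0.0307, and -4.72, and chromosome 3 had 8.94. With DESeq2 the difference within 1 kb was -1.06, and those of chromosomes 1 and 4 were 5.001 and 0.37. The cause was not tested, and the reported values rest on 1 cluster. The ratio of total counts stayed below 1 in all its alternatives, from 0.635 to 0.964 when libraries were left out. The share of counts at miRNA genes differed by -1.38 to 0.641 percentage points and that at tRNA genes by -4.05 to 6.29 when libraries were left out, so neither had a stable direction. The share at other noncoding genes stayed higher in memory, but its size depended on the memory library kept. The difference was 0.385 points without memory replicate 1 and 2.02 points without memory replicate 2. Of the values at single clusters and classes, 10 kept their direction but moved by more than the spread between replicates. All of these came from leaving out a memory library, and some are printed above. Another 9 came past the threshold, all with the Poisson test or, for Cluster_16440, also with DESeq2 and the likelihood ratio test. A further 5 no longer passed it, all of them fits of Cluster_16199 on fewer libraries. Depth limited the clusters with few counts, since the floor of 3 counts corresponded to 0.491 CPM in the smallest library.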

Other observations

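The counts over splits of the libraries were chosen after their results had been seen, and the other tests in this part were set before theirs. The number of differential clusters here was 1, and the number of genes within 1 kb of it was 2. These are lower than the values quoted from the study above, but they were not obtained in the same way. The study screened sRNA of a given length, and its methods name no test or threshold for sRNA clusters. Here sRNA could not be separated by read length. The choice of test alone moved the cluster count to 245 with DESeq2 and to 7378 with the Poisson test. The gene counts depend on the clusters called, and the gene annotations may differ. The reason for the lower values therefore cannot be told.

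The 1641 clusters at an unadjusted p below 0.05 were 10.5% of those tested. Among the 4 splits of the libraries that part both same-numbered pairs, as the real one does, 1 gave as many clusters, the real split itself. Among all 15 splits it was also 1. The other 11 part fewer such pairs, but the numbers did not pair these plants, so that is no reason to set them aside. Neither number of splits can give a share under 0.05. The excess cannot be told apart from a grouping by chance. Without wild type replicate 1 the share was 12.1%, and after thinning to equal depth it was 10.8%, so neither that library nor depth accounts for it. The excess did depend on scaling and on the libraries kept, with 6.61% for library size alone, 7.24 to 7.68% without wild type replicate 2, 3 or 4, and 4.75%, no excess, in the 4 libraries numbered 1 and 2. The log2 fold change followed GC content weakly across clusters (Spearman rho 0.171), below the 0.2 set as a limit. If the memory line had shifted, the memory libraries could be expected to move together. Each set against its own pair of wild type libraries, their changes had a mean correlation of 0.103, while wild type replicates 2 and 4 (0.134) and 2 and 3 (0.110), treated as the pair, gave higher values. A shift in a single memory library therefore remains possible.

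For the 1 differential cluster, 3 of the 4 splits that part both pairs and 9 of all 15 splits gave as many calls. A count of 1 is what regrouping the same libraries often gave. Clusters at least 4-fold apart numbered 29, and 1 of the 4 splits and 2 of the 15 gave as many. If DNA had been lost over a longer stretch, clusters next to those lower in memory might be lower too. Of the 16 such clusters 13 had a tested neighbour within 5 kb, and the median log2 fold change of these neighbours was 0.055, with 0 at -2 or lower. The neighbours thus showed no matching fall. Examples, chosen after their values were seen, were Cluster_8331 on chromosome 3 (10094401 to 10094916) with 879, 867, 1293 and 1094 counts in wild type and 1 and 5 in memory, and Cluster_2623 on chromosome 1 (18015550 to 18015822), inside the pseudogene AT1G48710, with 0 in all 4 wild type libraries and 150 and 80 in memory.

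The 33 clusters that set wild type replicate 1 and both memory libraries against wild type replicates 2 to 4 comprised 12 higher and 21 lower. Cluster_16849 on chromosome 5 (23957422 to 23957560) at a tRNA gene held 10583, 13525 and 11776 counts in wild type replicates 2 to 4 and 0 in the other 3 libraries, and Cluster_11831 on chromosome 4 (5789947 to 5790549), between genes, held 1, 0 and 5 against 372, 375 and 145. Both were chosen after their values were seen. After thinning to equal depth there were again 33, against 8 to 19 in the 9 other groupings. Their median GC content differed from that of all clusters by -4.53 points, just under the 5 set as a limit. Of them 6.06% lay within 100 kb of another, so they were not 1 stretch of the genome. Structural RNA genes (rRNA, tRNA, snoRNA or snRNA) lay at 15.2% of them, against 3.73% of other clusters (two-sided Fisher's exact test, p = 0.00724), so fragments of such RNA may contribute. Without clusters at these genes there were 28, against 5 to 14 in the other groupings, so they are not the whole of it. A candidate explanation is that wild type replicate 1 shares ancestry or handling with the memory plants. The labels give neither. The study says that controls came from negative transformation events and grew alongside the memory plants, without details for single plants, so it was not tested. Each library was aligned on its own, so placement of reads that match several sites could also differ between libraries. That could give all-or-none counts at repeated sequences such as tRNA genes, and it was not tested either.

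Clusters at least 8-fold higher in wild type replicate 1 than in each other library numbered 248, against 15 to 27 for the other 5 libraries. Those of memory replicate 2 numbered 21 and held 6.65% of its counts (95% Wilson interval 6.63 to 6.66%). The highest, named after their values were seen, were Cluster_697 on chromosome 1 (6926614 to 6926896) at HVA22H, with 425075 counts against 1716 to 2906 in the others, and Cluster_14330 on chromosome 5 (8804272 to 8806223) at PLDALPHA3, with 317879 against 551 to 1287. After thinning there were 247, so greater depth in counting was not the reason. Thinning kept the given intervals, so it cannot tell whether the depth of this library affected which clusters were defined. Their median GC content was 4.89 points higher than that of all clusters, just under the 5 set as a limit. Structural RNA genes lay at 4.44% of them and 3.74% of the others (two-sided Fisher's exact test, p = 0.501), and 0% shared a 24-base sequence with the plastid or mitochondrial genome. A protein-coding gene lay at 74.6% of them, against 47.8% of the other clusters (two-sided Fisher's exact test, p = 2.71e-17) and 40.0% of the 100 clusters high in 1 other library alone (p = 2.80e-09). Fragments of mRNA in this library remain a candidate source, and siRNA made from these genes in that plant would look the same without read lengths. Of the 248, 173 did not pass the filter, so they did not enter the test.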
